A study of Drosophila melanogaster with 6 samples. Its data were reported in "Autonomous transposons tune their sequences to ensure somatic suppression" (2024).

How the data were processed

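Polyadenylated RNA was measured in S2 cells, a macrophage-like line from embryos of Drosophila melanogaster, after RNA interference against Saf-B or a control treatment, with 3 libraries per group that the series describes as biological replicates. The study's methods name the cells S2R+. They received double-stranded RNA against Saf-B or, as the control, against GFP, and were harvested after 3 days. Per the labels, poly(A) RNA was purified in repeated rounds and strand-specific libraries were made with a KAPA kit. The authors trimmed the reads, mapped them to the dm6 assembly with STAR (version 2.7.4a in the submitters' processing notes) and deposited counts of reads per gene made with featureCounts from Subread 2.0.0. The notes also list deepTools 3.5.1, which has no role in the values used here. The annotation release, the strand setting and the handling of reads with several positions are not given in the sources used here for these files, so values of overlapping genes, antisense partners and near-identical paralogs are less certain than the rest.

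Each file holds raw counts for 17737 FlyBase gene identifiers. Of these, 17599 were matched by identifier to a symbol and a position in the Ensembl annotation of the same assembly (release 115), and 138 were not. The files hold 0 rows for transposons, so transposon expression is not analysed here. Library totals lay between 5476181 and 7035933 counts. PCR duplicates cannot be told apart in such counts, so the error of a count covers the spread between these libraries. Pairs of libraries of the same group differed by more than sampling noise, with a chi-square per gene between 1.80 and 2.45 over genes with at least 10 reads, and all 6 were used as separate replicates.

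Groups and replicate numbers were taken from the sample titles. Genes with fewer than 10 reads over the 6 libraries were left out, as the study did, which left 8468 genes. Differential expression was tested with edgeR 4.0.16 in R 4.3.3 (quasi-likelihood F test, TMM normalisation, group as the only term, Benjamini-Hochberg adjustment, threshold 0.05). A change past 2-fold was tested with glmTreat at a log2 threshold of 1, the counterpart of the threshold the study used in DESeq2. Log2 fold changes are knockdown minus control and are given with their standard errors (SE); CPM, counts scaled to a common TMM-adjusted library size, are given as mean ± SD. Standard errors were derived from the fold change and the F statistic.

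Genes were named by a rule set before the data were examined. The rule takes Saf-B, the members of the gene pairs and transposon-rich genes that the study discusses, the 3 genes of smallest p in each direction, and the 12 largest called changes in each direction among genes with a mean of at least 100 counts and no overlap between the groups. It further takes up to 2 called members per list and direction, and the 5 same-strand nested pairs with the smallest larger p. Of the 32 gene lists, also fixed beforehand, 31 had at least 3 tested members and were tested with camera from limma 3.58.1, with a preset inter-gene correlation of 0.01 and adjustment over the lists. The list of replication-dependent histones had 1 tested member and was not tested.

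Nested pairs are protein-coding genes whose span lies inside the span of another protein-coding gene with introns. Pericentromeric genes start beyond 22 Mb on 2L, before 6 Mb on 2R, beyond 23 Mb on 3L or before 4 Mb on 3R. Shares of called genes between annotation classes were compared with two-sided Fisher's exact tests in scipy 1.17.1, with conditional odds ratios, 95% intervals and adjustment over the family of 9 tests; genes are not independent replicates in these tests. Matched comparisons used 10000 random draws from genes in the same decile of exonic length and of mean count.

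The code was tested on simulated counts for the real genes of the comparison of knockdown with control. Among 50 genes per size and 8361 genes tested, edgeR recovered 64% of simulated log2 changes of 0.3, 94% of those of 0.5, 100% of those of 1 and 100% of those of 2. Changes were placed only in genes with a mean of at least 20 counts, so these rates do not cover genes with fewer. Of the 211 calls by edgeR, 9 were genes simulated without a change. The matched draws were tested apart, on calls placed at random on invented genes in 180 pairs that shared no member, with fewer draws. They passed their upper bound in 3% of 200 simulations with no effect and in 100% of those with 20 planted pairs. Real pairs can share hosts or exons, so this rate need not hold for them. Alternatives were DESeq2 1.42.0, limma-voom, other size factors, other count filters, a replicate block, stricter thresholds, fry and estimated correlations for lists, other class definitions, and leaving out each library in turn. Leaving out the mitochondrial genes was added after the data were seen.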

Results

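Poly(A) RNA of 6 libraries of S2 cells was compared to ask which transcripts change when Saf-B, the fly member of the SAFB family of RNA-binding proteins, is depleted. The control libraries held 5679161, 6627064 and 6582026 counts and the knockdown libraries 5476181, 7035933 and 6022154 counts. Saf-B mRNA (3R, 24817464 to 24822350, dm6) was lower in every knockdown library, with 199, 297 and 249 counts against 814, 929 and 968 in the controls. Its level fell from 139 ± 2.76 CPM to 41.3 ± 3.17 CPM (SD, n = 3 per group), a log2 fold change of -1.74 (SE 0.068, edgeR adjusted p = 8.08e-36).

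Of 8468 genes tested, 1469 were higher and 1397 lower after knockdown. Most changes were small. The median absolute log2 fold change of the called genes was 0.33, and 71.5% of them changed by less than 0.5. Past 2-fold, 18 genes were higher and 28 lower. DESeq2 with the same threshold called 10 higher and 16 lower. The first principal component held 45.0% of the variance and separated the groups.

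The pairs in which the study describes a gene inside its neighbour moved in opposite directions. In all 6, the nested gene rose and the host fell. The strongest was dlt (3L, 1789631 to 1795328), the gene with the smallest p of all, which rose 7.22-fold from 26.7 ± 2.63 to 194 ± 10.6 CPM (log2 fold change 2.85, SE 0.070, adjusted p = 4.04e-49). Its host alpha-Spec (3L, 1778485 to 1795328), which encodes a chain of the spectrin membrane skeleton, fell from 734 ± 11.9 to 378 ± 12.2 CPM (log2 fold change -0.96, SE 0.034, adjusted p = 4.69e-38). The genes share their annotated first exon (1795199 to 1795328), and the rest of dlt lies in the intron that follows it in alpha-Spec.

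CG30156 rose 5.51-fold while vimar fell (log2 fold change -1.23). Kdm3, a histone demethylase gene listed by the study as JHDM2, rose 3.18-fold while CG8176 fell (-1.17). Su(var)3-9, the gene of a heterochromatin histone methyltransferase, rose 2.28-fold and its host eIF2gamma, a translation initiation factor subunit, fell (-0.49). The piRNA pathway gene squ rose 2.14-fold, and grp, which encodes a checkpoint kinase, had the smallest change of a host (log2 fold change -0.22, SE 0.071, adjusted p = 0.0111), with an adjusted p of 0.0501 without control replicate 3. The nuclear receptor gene usp rose 1.55-fold within Actn, the alpha-actinin gene, which fell (-1.20); the study writes the host as Act, taken here as Actn because usp lies in its span. These pairs were chosen by the study on these libraries and are not independent evidence. Each pair has overlapping exons on the same strand, so reads from shared sequence could be assigned to either gene or to neither. For dlt and alpha-Spec the shared sequence is only the first exon. This is a small part of the 4000 exonic bases of dlt and the 8347 of alpha-Spec. The study also displays Saf-B binding and splice-junction reads at this locus.

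**Figure D1:**
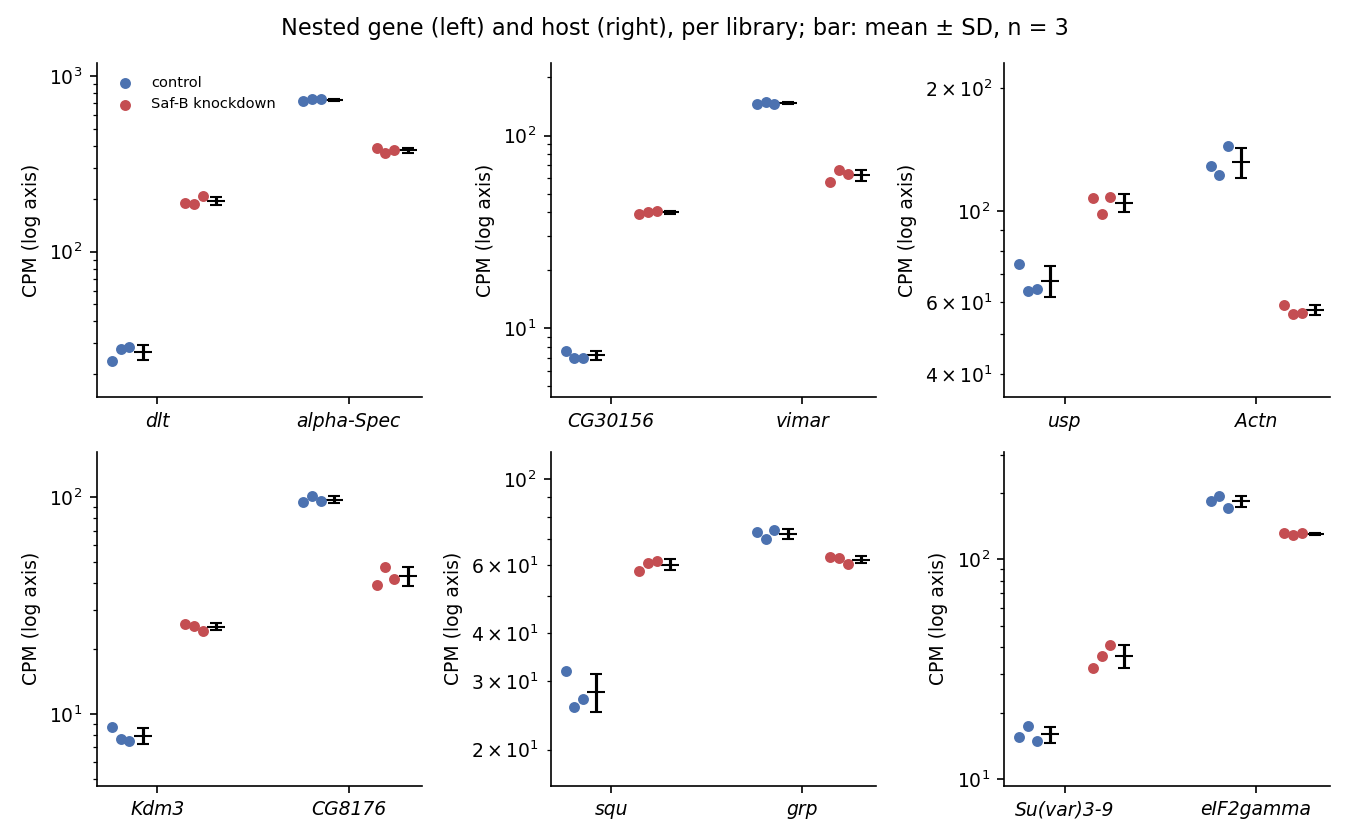
Normalised read counts (CPM, log axis) of the 6 nested genes and their hosts in each library, with mean and SD (n = 3 per group). Each nested gene is higher and each host lower in all 3 knockdown libraries than in all 3 control libraries, from 26.7 to 194 CPM for dlt and from 734 to 378 CPM for alpha-Spec.

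**Figure D2:**
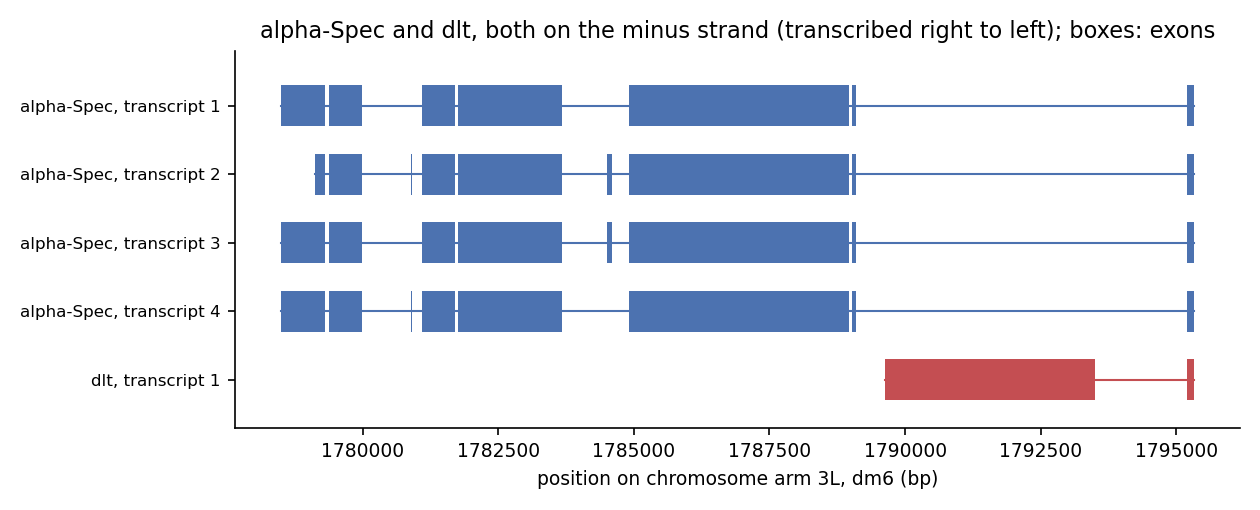
Annotated transcripts of alpha-Spec and dlt on chromosome arm 3L (dm6 positions in bp; boxes are exons, lines introns). The first exon at 1795199 to 1795328 is common to both genes, and the large exon of dlt at 1789631 to 1793500 lies in an intron of alpha-Spec.

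The long, transposon-rich genes that the study names near centromeres were lower. Parp1 (3R, 3461351 to 3587054), the poly(ADP-ribose) polymerase gene, fell from 303 ± 7.45 to 116 ± 4.17 CPM (log2 fold change -1.39, SE 0.045). Gprk1 (2R, 4322295 to 4471060), a gene of the G protein-coupled receptor kinase family, had a log2 fold change of -1.01 (SE 0.056). Dbp80 (3L, 27279316 to 27422159), an RNA helicase gene, had one of -0.89 (SE 0.056). All 3 passed the test (adjusted p between 1.21e-40 and 1.44e-23). The study picked them from these libraries, so their direction is not independent evidence.

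Among the other genes with the largest changes, CG11700 rose 7.47-fold. It encodes a ubiquitin-like protein, and reads shared with other ubiquitin genes, which were not measured, could make its value uncertain. Ir62a rose 4.66-fold, aos, which encodes a secreted inhibitor of EGF receptor signalling, 3.23-fold, CG18809 2.92-fold, CG8229 2.88-fold, Fit1, a kindlin gene, 2.86-fold, CG31381 2.68-fold, CG15209 2.43-fold and the protease inhibitor gene cer 2.37-fold. By edgeR p, the ribosomal protein gene RpL38 (log2 fold change 0.72, SE 0.030) and kst, which encodes the heavy beta chain of spectrin (0.80, SE 0.033), followed dlt; by DESeq2, RpL21 and RpL38 followed it.

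TTLL5, a tubulin ligase family gene, fell most among these genes (log2 fold change -2.26, SE 0.10), followed by eIF4EHP, the gene of a cap-binding translational repressor (-2.14, SE 0.070). CG8468 (-1.92), CG13654 (-1.75), the netrin receptor gene unc-5 (-1.56), fat-spondin (-1.55), CG43783 (-1.54), dmGlut (-1.52), the coenzyme Q synthesis gene Coq9 (-1.48) and sws (-1.45) fell as well. Exonic sequence on the same strand is shared by TTLL5 with CG31510, eIF4EHP with Syx1A, CG43783 with orb2, CG8229 with CG33199, CG31381 with CG11089 and CG18809 with COX6B, and exons on the other strand overlap CG8468, unc-5, sws, CG15209 and cer, so these values are uncertain. By edgeR, the smallest p values of the lower genes belonged to eIF4EHP, Parp1 and the laminin gene LanB2 (log2 fold change -1.11, SE 0.038), and alpha-Spec was number 4. By DESeq2, alpha-Spec was number 1 of the lower genes (adjusted p = 8.09e-134).

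Across all annotated nested genes, 189 same-strand and 227 opposite-strand pairs had both members tested. In 30 same-strand pairs (15.9%) the nested gene was called higher and the host lower, against 10 opposite-strand pairs (4.41%), an odds ratio of 4.08 (95% interval 1.88 to 9.64, Fisher's exact test, two-sided, adjusted p = 0.000268). The leading pairs by p were dlt with alpha-Spec, CG30156 with vimar, Kdm3 with CG8176, CG18809 with COX6B and Su(var)3-9 with eIF2gamma. COX6B, a cytochrome c oxidase subunit gene, fell (-0.52), a value made uncertain by the exon it shares with CG18809. Hosts of same-strand genes were called lower in 77 of 173 cases (44.5%) and hosts of opposite-strand genes only in 41 of 162 (25.3%, odds ratio 2.36, adjusted p = 0.000551), a difference that did not pass without exon overlap (45 of 118 and 35 of 127, adjusted p = 0.207). Same-strand nested genes themselves were called higher in 55 of 189 cases and opposite-strand ones in 45 of 224, which did not pass (adjusted p = 0.0571) but did without control replicate 1 (0.00578), control replicate 3 (0.00927), knockdown replicate 1 (0.004) or knockdown replicate 2 (0.0161). The 6 pairs named by the study are among the 30, and without them 24 of 183 same-strand pairs moved apart (odds ratio 3.27, 95% interval 1.46 to 7.88, exact p = 0.00191, outside the adjusted family). In pairs with no exon overlap the share moving apart was 13 of 132 on the same strand and 9 of 186 on opposite strands, and the difference did not pass (adjusted p = 0.207).

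**Figure D3:**
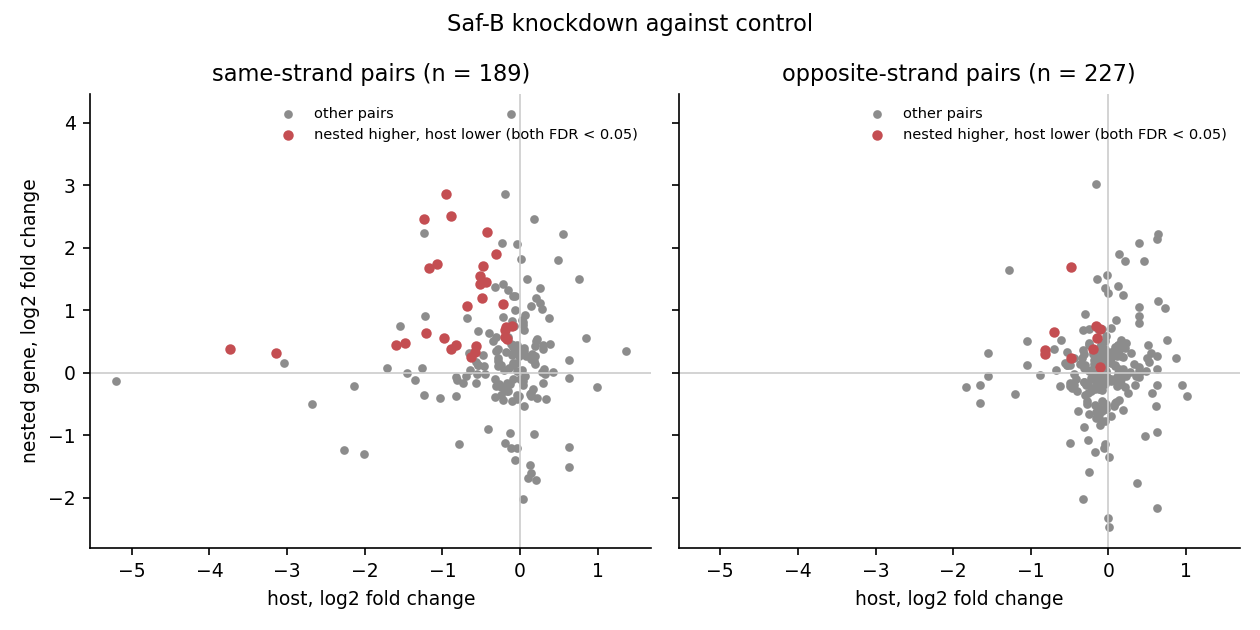
Log2 fold change (knockdown minus control) of nested genes against that of their hosts, for 189 same-strand and 227 opposite-strand pairs. Red points are the 30 same-strand and 10 opposite-strand pairs with the nested gene called higher and the host lower.

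Pericentromeric genes of chromosomes 2 and 3 were called higher in 61 of 148 cases (41.2%), against 1166 of 6657 (17.5%) in the rest of these arms (odds ratio 3.30, 95% interval 2.32 to 4.66, adjusted p = 1.27e-10). They were called lower in 22 of 148 cases, against 1048 of 6657 (adjusted p = 0.909). Parp1, Gprk1 and Dbp80 are among the 22, and RpL38, RpL21 and RpL15 are among the 61. None of the 61 passed the 2-fold test. On chromosome 4, 20 of 83 genes were higher and 8 lower, and neither share passed (adjusted p = 0.186 and 0.191). The share of higher genes on chromosome 4 passed with no count filter (adjusted p = 0.041), and its difference from the other arms was 6.58 percentage points with all libraries and 2.30 without control replicate 3. The difference in lower genes was -6.10 points with all libraries, -3.19 without control replicate 1, -3.78 without control replicate 3 and -2.98 without knockdown replicate 1. In the list of known heterochromatin-resident genes, which holds RpL5, RpL15 and RpL38, 12 of 23 tested members rose and 5 fell, and 12 and 5 did so when adjusted over the list alone (median log2 fold change 0.22, camera adjusted p = 2.76e-06; adjusted p = 0.25 with an estimated correlation). Nipped-B (log2 fold change -0.24, SE 0.034) and MFS17 (-0.36, SE 0.056) were among those that fell.

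Long genes were lower more often. Of 215 genes that span 50 kb or more, 74 (34.4%) were called lower and 20 (9.30%) higher, against 974 (13.8%) and 1309 (18.5%) of 7079 genes under 10 kb. Among the 74 are Syp (log2 fold change -0.81), br (-0.49) and chinmo (-0.19). The odds ratio for lower calls was 3.29 (95% interval 2.43 to 4.43, adjusted p = 4.85e-13), and that for higher calls was 0.452 (0.269 to 0.721, adjusted p = 0.000551). Past 2-fold, 3 of the 215 long and 14 of the 7079 short genes were lower (adjusted p = 0.114), and 1 and 15 were higher (adjusted p = 0.681), so neither difference passed and the second changed direction. The classes were not matched on exonic length or expression. Across 5492 genes the fold change fell about as much with exonic length (Spearman's rho -0.372) as with span (-0.362). An effect of span is therefore not separated from one of exonic length.

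Genes of cytosolic ribosomal proteins were higher as a group. Of 84 tested, 58 rose and 5 fell, and 58 and 6 did so when adjusted over the list alone (median log2 fold change 0.22, camera adjusted p = 4.52e-32; adjusted p = 0.224 with an estimated correlation). RpL38 and RpL21 (log2 fold change 0.63, SE 0.027) rose most clearly. The list median lay below the range of 0.23 to 0.35 that covered 95% of random lists matched on exonic length and expression. Mitochondrially encoded transcripts were also higher, with 14 of 25 called higher and 0 lower (12 and 0 by DESeq2), and the same counts when adjusted over the list alone or at an unadjusted p under 0.05 (median 0.57, camera adjusted p = 1.1e-14; adjusted p = 0.117 with an estimated correlation). This list was not set against lists matched on exonic length and expression. Examples are mt:ND3 (0.69, SE 0.032; exonic length 354) and mt:ATPase6 (0.60, SE 0.032; 675), which shares exonic sequence with mt:ATPase8 and mt:CoIII. Mitochondrially encoded transcripts took 12.8 ± 0.595% of all counts in the control and 16.8 ± 0.628% in the knockdown libraries (SD, n = 3), higher in each of the 3, with an exact permutation p of 0.1, the smallest that 3 against 3 allows. Much of this share was the ribosomal RNA mt:lrRNA alone. It took 6.57, 6.92 and 6.26% of all counts in the control and 8.82, 8.29 and 8.85% in the knockdown libraries.

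Called genes of the hnRNP and SR classes of splicing regulators mostly went in opposite directions. No test compared the classes, and neither was set against lists matched on exonic length and expression. Of 15 hnRNP genes, whose proteins often repress splicing, 9 fell and 0 rose (8 and 0 by DESeq2, 9 and 0 at an unadjusted p under 0.05), with the same counts when adjusted over the list alone (median log2 fold change -0.15, camera adjusted p = 9.42e-06; adjusted p = 0.176 with an estimated correlation). Syp (-0.81, SE 0.037) and sqd (-0.37, SE 0.029) led them. Of 12 genes for SR and SR-like splicing proteins, 8 rose and 0 fell (5 and 0 by DESeq2), and 8 and 1 did so when adjusted over the list alone or at an unadjusted p under 0.05 (median 0.17, camera adjusted p = 0.0324; adjusted p = 0.224 with an estimated correlation). The call of this list was lost with DESeq2 (adjusted p = 0.0984), limma-voom (0.0988), the replicate block (0.0936), upper-quartile factors (0.0535) and filterByExpr (0.0519), without control replicate 1 (0.05) and without knockdown replicate 2 (0.0512), in a range of 0.0294 to 0.0512 over the libraries left out. The core spliceosome went both ways, with 12 of 30 members higher and 8 lower (7 and 7 by DESeq2); its test did not pass (adjusted p = 0.726). The short genes SmB (0.41, SE 0.046; exonic length 776) and SmD1 (0.50, SE 0.067; 729) were higher and the longer Brr2 (-0.30, SE 0.050; 6707) and ncm (-0.23, SE 0.046; 4231) lower, and across 5492 genes with a mean of at least 100 counts the fold change fell with exonic length (Spearman's rho -0.372).

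Heat shock genes were lower. Of 15 tested, 6 fell and 1 rose, with the same counts when adjusted over the list alone (median log2 fold change -0.36, also with Hsp67Bc, at 0 counts after knockdown, set to its bound; camera adjusted p = 0.00415; adjusted p = 0.201 with an estimated correlation). The chaperone genes Hsp83 (-0.40, SE 0.028) and Hsc70-4 (-0.29, SE 0.028) fell, while the noncoding lncRNA:Hsromega rose (0.46, SE 0.048). No other list fixed beforehand passed, apart from those made of the study's own genes. In the piRNA pathway, 5 of 32 members rose, among them squ and armi (0.31, SE 0.045), and 6 fell, among them BoYb (-0.49, SE 0.083). In the small RNA machinery, 3 of 11 members were higher and 2 lower, and the list did not pass (adjusted p = 0.751). There, AGO1 (-0.60, SE 0.043) and AGO2 (-0.25, SE 0.034) fell, and Dcr-2 (0.30, SE 0.056) and gw (0.24, SE 0.038) rose. Of 12 plasmatocyte markers, which S2 cells express, 4 fell and 0 rose (4 and 0 by DESeq2, 5 and 1 at an unadjusted p under 0.05; adjusted p = 0.1), with the engulfment receptor gene drpr 4.01-fold lower (SE of log2 0.22) and the GATA factor gene srp at -0.47 (SE 0.050); drpr shares exonic sequence with Oseg4. Markers of crystal cells and lamellocytes (0 of 5 called), muscle (0 of 5) and ovary (0 of 6) held no called gene by edgeR, and neither did the fly relatives of giant-exon genes (0 of 6). The counts for these 4 lists were also 0 by DESeq2, by limma-voom and at an unadjusted p under 0.05. Their median SEs were 0.38 for crystal cells and lamellocytes, 0.65 for muscle, 0.46 for ovary and 0.17 for giant-exon relatives. The median SE of ribosomal protein genes was 0.031, so sizeable changes in the marker lists could be missed. Counts per gene also cannot show whether a giant exon is spliced in.

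Among lists for growth and stress that did not pass, DNA damage and apoptosis had 2 of 20 members higher, with Drice (log2 fold change 0.57, SE 0.065), and 6 lower, with egr (-0.57, SE 0.039). When adjusted over the list alone these counts were 2 and 8. Cell cycle genes had 3 of 28 higher and 7 lower (1 and 6 by DESeq2), with the phosphatase gene stg at -0.54 (SE 0.044). The cytoskeleton list had 3 of 16 higher, with kst and tsr (0.30, SE 0.028), and 7 lower, with beta-Spec (-0.48, SE 0.043) and Act5C (-0.36, SE 0.029). Heterochromatin proteins had 5 of 18 higher, with Kdm3 and Su(var)3-9, and 1 lower. The lower call, egg, was lost with DESeq2 (adjusted p = 0.112) and with no count filter (0.064). It was also lost without control replicate 1 (0.0866) or 3 (0.133) or knockdown replicate 1 (0.181). Cleavage and polyadenylation factors had 2 of 15 higher, with Pcf11 (0.27, SE 0.054), and 3 lower (1 and 2 by DESeq2). The higher call of Clp was lost without control replicate 2 (adjusted p = 0.0629) or knockdown replicate 2 (0.295). The lower call of Sym was lost without control replicate 3 (0.0598) or knockdown replicate 2 (0.122). Export factors had 3 of 15 higher, with Ref1 (0.38, SE 0.045), and 2 lower, with tho2 (-0.42, SE 0.052). Of the m6A machinery, 1 of 9 members was higher and 2 were lower (1 and 1 by DESeq2). Immune genes had 1 of 7 higher, pirk (0.70, SE 0.10), and targets of JAK-STAT signalling had 1 of 9 higher and 2 lower, with Stat92E at -0.33 (SE 0.038). The higher JAK-STAT call, vir-1, was lost without control replicate 1 (adjusted p = 0.0526) and without knockdown replicate 3 (0.0972). Neuron markers had 1 of 10 higher and 2 lower, testis markers 1 of 7 higher, and ribosomal RNA 0 of 10 higher and 1 lower. The testis call, fzo, was lost without control replicate 2 (adjusted p = 0.107), and the ribosomal RNA call, 28SrRNA-Psi:CR40596, with DESeq2 (0.582), without control replicate 2 (0.213) and without knockdown replicate 2 (0.172) or 3 (0.178).

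Ecdysone response genes had 2 of 14 higher and 2 lower. Of the higher calls, Eip93F was lost with DESeq2 (adjusted p = 0.112) and limma-voom (0.0533). It was also lost without control replicate 1 (0.0901), 2 (0.0588) or 3 (0.0705) or knockdown replicate 3 (0.244). The list had a median log2 fold change of 0.013 and a mean of -0.021, which differ in sign, and the median was negative with upper-quartile factors. Signs also differed for export factors (median -0.0076, mean 0.015), giant-exon relatives (-0.0069 and 0.059) and ovary markers (0.14 and -0.057), while ribosomal RNA had a median of 0.095 and a camera test in the other direction.

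**Figure D4:**
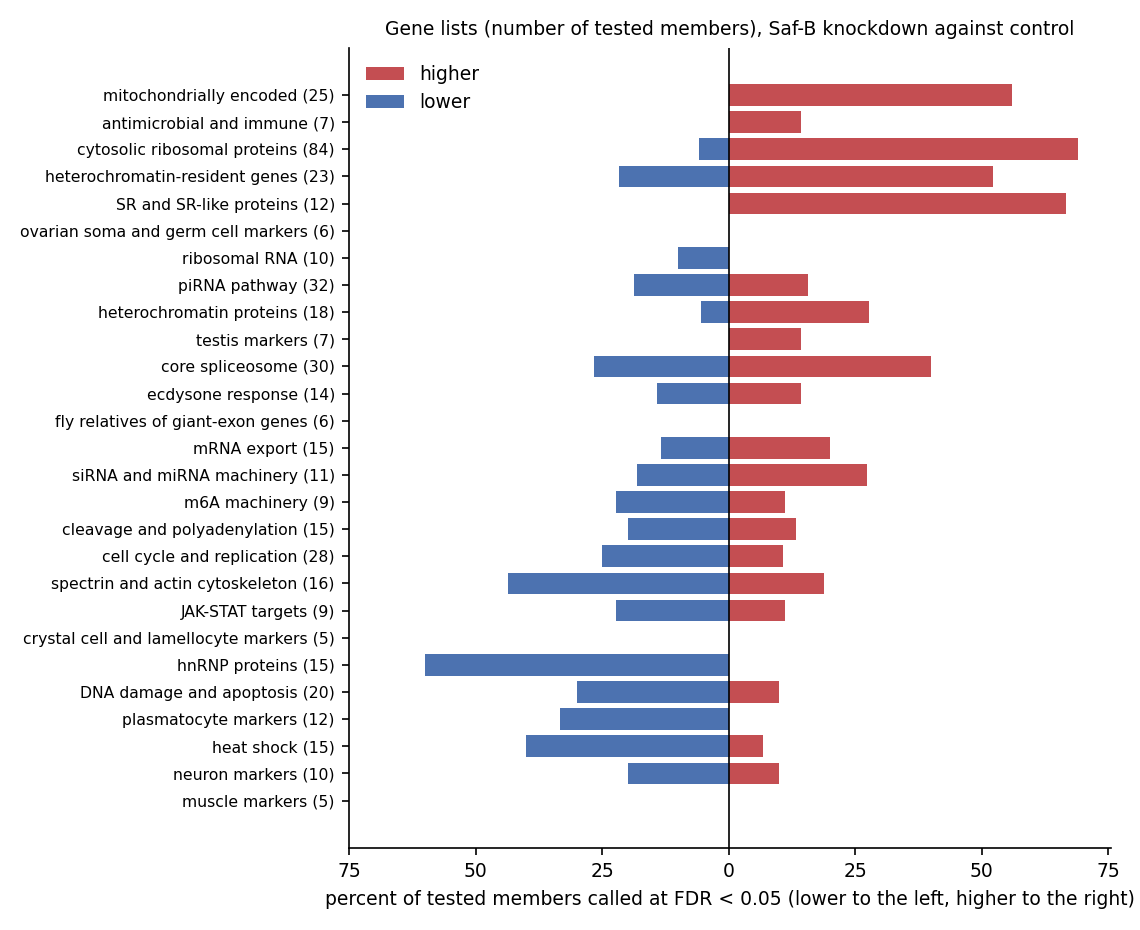
Percent of tested members called higher (red) or lower (blue) at an adjusted p under 0.05 in each list with at least 5 tested members, ordered by median log2 fold change, without the lists of the study's own genes. Cytosolic ribosomal proteins (58 of 84 higher) and hnRNP proteins (9 of 15 lower) stand at opposite ends of the calls.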

Additional observations from a re-analysis of the deposited data

How the results depend on the processing

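Across 2176 alternative values, 2087 kept their direction and side of the threshold, 60 lost the call, 22 gained one, 5 counts moved by over 1.5 times and 2 changed direction; leaving out mitochondrial genes was chosen after the data were seen. Under the 2-fold calls, the difference in higher calls between pericentromeric and other genes went from 23.7 to -0.18 percentage points and that between long and short genes from -9.19 to 0.253, with few genes left to call; differences in the same setting fell to 3.43 for lower hosts, 0.529 for pairs moving apart and 1.20 for lower long genes. Without exon overlap these were 10.6 for hosts and 5.01 for pairs moving apart, and neither passed; the cause was not tested.

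Same-strand nested genes, 9.01 points above opposite-strand ones and not past the threshold, passed with upper-quartile factors (10.7), filterByExpr (15.9), no count filter (10.2), DESeq2 (12.2) and a replicate block (9.46), and gave 8.16 to 13.1 when single libraries were left out, 4 of which passed; the cause was not tested. Higher calls on chromosome 4 passed with no count filter (7.45). DESeq2 gave 10 higher and 16 lower genes past 2-fold, and limma-voom gave 18 lower. The replicate numbers did not pair the libraries (correlations 0.0101, 0.00682 and 0.00501); the replicate block gave 1479 higher and 1400 lower genes.

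Of the 9 lists past the threshold, 0 were past it with an estimated correlation, while fry, which tests no contrast with other genes, gave 21. For SR proteins and the study's hosts the correlation was estimated at -0.011 and -0.31, below the preset 0.01. A higher correlation between genes therefore cannot be why these lists lost the call. The estimated correlation gave an adjusted p of 0.108 for the study's nested genes, 0.0825 for its hosts, 0.0825 for its transposon-rich genes, 0.25 for heterochromatin-resident genes, 0.224 for SR proteins, 0.176 for hnRNP proteins, 0.201 for heat shock, 0.224 for ribosomal proteins and 0.117 for mitochondrial genes. SR proteins also lost the call with upper-quartile factors (0.0535), filterByExpr (0.0519), DESeq2 (0.0984), limma-voom (0.0988) and the replicate block (0.0936), and gave 0.0294 to 0.0512 when single libraries were left out. Transposon features were not run. Of 1426 values for 102 named genes, 39 lost the call and the others kept it.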

Other observations

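The tests on shared exons, on shared starts, on translation factors, on matched lists for added gene groups, on transposon content and on other splits of the libraries, and the gene groups of the next paragraph, were chosen after the results were seen.

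Of 9 tested genes of the basement membrane, 6 were called lower and 0 higher, among them LanB2 (7 and 0 when adjusted over the list alone). This list was drawn up after LanB2 had been seen among the lower genes, and it shares Col4a1, vkg, Ppn and Pxn with the plasmatocyte markers, so its counts describe these genes and test nothing. Of 61 nuclear genes of the respiratory chain, which are short (median exonic length 842), 28 were higher and 4 lower (31 and 6 when adjusted over the list alone), and their median log2 fold change of 0.13 lay inside the range of 0.10 to 0.30 of random lists matched on exonic length and expression. Of 36 proteasome genes, 14 were lower and 7 higher (15 and 8 when adjusted over the list alone), with a median of -0.085 and a matched range of -0.019 to 0.22. Aminoacyl-tRNA synthetases, the cytosolic chaperonin and the vacuolar ATPase went both ways, with 3 of 17, 1 of 8 and 4 of 20 members higher and 3, 2 and 5 lower.

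The real grouping of the 6 libraries called 2866 genes, 46 of them past 2-fold. The highest count in any of the other splits was 0 in both cases, and 1 of the 10 splits reached the real counts, the real one itself. With 10 splits, the share cannot fall under 0.05.

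Same-strand nested genes rose while their hosts fell in 30 pairs. Exonic length and expression argue little for this. The 10000 matched draws gave a median of 5 pairs and a 95% range of 1 to 10. Leaving out the study's own pairs gave 24 against a range of 1 to 9. The draws were not matched on gene span, and lower calls rose with span (13.8% under 10 kb, 30.5% at 10 to 50 kb). They therefore cannot set aside an effect of span on the hosts. Opposite-strand pairs gave 10 against a matched range of 3 to 12. How shared reads were assigned stays open: in pairs with overlapping exons, without the study's own, 11 moved apart and 6 the same way (exact binomial p = 0.332), which bears only on reads counted for both genes. Without exon overlap, 13 pairs moved apart against a matched range of 0 to 7. A candidate explanation is a choice between transcripts that begin at a shared start. The study describes a common promoter and first exon for dlt and alpha-Spec, and the same pattern in its other pairs. Leaving aside the study's own pairs, 9 of 36 pairs with the same annotated start moved apart against 15 of 147 others (odds ratio 2.91, 95% interval 1.01 to 8.004). Such pairs also share exonic sequence, so this does not separate a choice of transcript from how reads were assigned.

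Ribosomal protein transcripts rose with a median log2 fold change of 0.22. Across genes with a mean of at least 100 counts, the fold change fell with exonic length (Spearman's rho -0.372 across 5492 genes, which are not independent). Lists matched on length and expression had a median of 0.31 and a range of 0.23 to 0.35, so a trend of this kind would give a rise at least as large as the one seen, and why the list lies under that range stays open. A difference in RNA size or quality between the groups, and a biological effect of the knockdown, may both give such a trend and were not tested. Elongation factors and the poly(A)-binding protein, whose transcripts carry the same 5′ motif, did not rise as a group. Their median was -0.087 (SD 0.173 over 6 genes), with 2 higher and 4 lower, so a rise was not shared by all such transcripts. These genes are longer (median exonic length 2079.5). Lists matched to them had a median of 0.013 and ranged from -0.18 to 0.23, so their values lay where length and expression alone would put them. Both groups lay under the median of their matched lists. Comparing their medians therefore cannot tell an effect of the motif from one of length and expression.

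Pericentromeric genes were called higher more often. Without ribosomal protein genes the odds ratio was 3.14 (95% interval 2.19 to 4.47), and the 61 higher calls lay above the range of 21 to 38 in matched draws from the rest of the arms, so neither accounts for the whole pattern. What causes it stays open.

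Among genes of 50 kb or more, those with at least 10 kb of annotated transposons were called lower in 12 of 37 cases and the rest in 62 of 178 (odds ratio 0.899, 95% interval 0.384 to 2.01). An effect of transposon content beyond gene length was not detectable, and the interval is too wide to exclude one. Content was taken from the transposons of the gene annotation, which gave Parp1 13913 of its 125704 bases. The study describes the content of Parp1, Gprk1 and Dbp80 as extremely high, so its measure may differ. Its evidence of normal early exons and lower downstream exons cannot be seen in counts per gene.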
